# The paracrine effect of exogenous growth hormone alleviates dysmorphogenesis caused by *tbx5* deficiency in zebrafish (*Danio rerio*) embryos

**DOI:** 10.1186/1423-0127-19-63

**Published:** 2012-07-09

**Authors:** Tzu-Chun Tsai, Jen-Kann Lu, Sie-Lin Choo, Shu-Yu Yeh, Ren-Bing Tang, Hsin-Yu Lee, Jen-Her Lu

**Keywords:** tbx5, Growth hormone, Apoptosis, Embryogenesis, Zebrafish

## Abstract

**Background:**

Dysmorphogenesis and multiple organ defects are well known in zebrafish (*Danio rerio*) embryos with T-box transcription factor 5 (*tbx5*) deficiencies, mimicking human Holt-Oram syndrome.

**Methods:**

Using an oligonucleotide-based microarray analysis to study the expression of special genes in *tbx5* morphants, we demonstrated that GH and some GH-related genes were markedly downregulated. Zebrafish embryos microinjected with *tbx5*-morpholino (MO) antisense RNA and mismatched antisense RNA in the 1-cell stage served as controls, while zebrafish embryos co-injected with exogenous growth hormone (GH) concomitant with *tbx5*-MO comprised the treatment group.

**Results:**

The attenuating effects of GH in *tbx5*-MO knockdown embryos were quantified and observed at 24, 30, 48, 72, and 96 h post-fertilization. Though the understanding of mechanisms involving GH in the *tbx5* functioning complex is limited, exogenous GH supplied to *tbx5* knockdown zebrafish embryos is able to enhance the expression of downstream mediators in the GH and insulin-like growth factor (IGF)-1 pathway, including *igf1*, *ghra*, and *ghrb*, and signal transductors (*erk1*, *akt2*), and eventually to correct dysmorphogenesis in various organs including the heart and pectoral fins. Supplementary GH also reduced apoptosis as determined by a TUNEL assay and decreased the expression of apoptosis-related genes and proteins (*bcl2* and *bad*) according to semiquantitative reverse-transcription polymerase chain reaction and immunohistochemical analysis, respectively, as well as improving cell cycle-related genes (*p27* and *cdk2*) and cardiomyogenetic genes (*amhc*, *vmhc*, and *cmlc2*).

**Conclusions:**

Based on our results, *tbx5* knockdown causes a pseudo GH deficiency in zebrafish during early embryonic stages, and supplementation of exogenous GH can partially restore dysmorphogenesis, apoptosis, cell growth inhibition, and abnormal cardiomyogenesis in *tbx5* knockdown zebrafish in a paracrine manner.

## Background

T-box transcription factor 5 (TBX5) is essential for cardiogenesis and forelimb development during embryogenesis in vertebrates. Mutation or haploinsufficiency of *tbx5* in humans is related to Holt-Oram syndrome (HOS), which features congenital heart defects and forelimb deformities [1,2]. The TBX5 protein was proven to be involved in determining early cell fate decisions, controlling differentiation and organogenesis, and regulating cardiac diastolic function in HOS patients [3,4]. In zebrafish, *tbx5* deficiency provokes cascading effects on multiple transcriptional expressions and causes extensive developmental retardation [5,6]. In developing zebrafish (*Danio rerio*) embryos, the *tbx5* gene is involved in the directed migration of individual lateral-plate mesodermal cells into future fin bud- and heart-producing regions [7], so embryos with the *tbx5* deficiency show anomalies in heart and pectoral fins that are identical to those in humans [6]. The *tbx5* deficiency also diminishes the expressions of *amhc*/*mhy6vmhc*, and *cmlc2*, causes heart defects, and is associated with pectoral fin anomalies and developmental delays [8,9]. Furthermore, TBX5 regulates organogenesis by modifying the activities of many transcription factors [8,10-12].

*Tbx5* also has essential roles in regulating progression of the cell cycle [13], cell growth, and apoptosis [14]. Blocking cell-cycle progression by *tbx5* depletion at the RNA level leads to a decrease in the cardiac cell number, an alteration in the timing of the cardiac differentiation program, defects in cardiac sarcomere formation, and ultimately cardiac programmed cell death [13,15].

GH belongs to the GH/prolactin (PRL) superfamily and functions by binding to homodimeric GH receptors. It is the major regulator of growth and is an important metabolic hormone [16]. Recent studies established that the GH/PRL superfamily is essential for organogenesis, such as that of the head, eyes, melanophores, and gas bladder in zebrafish [4]. Besides being implicated in growth, GH regulates gonad development, osmoregulation, and immunity in fish as well [17]. In GH-transgenic zebrafish, the overexpression of GH reduced the transcription of the antioxidant defense system and myogenesis-related genes [18], although the consequences of a shortage of GH in zebrafish embryos remain unknown.

Because the gain and loss of functions of GH in embryos cause developmental defects, GH is thought to play a vital role in embryogenesis. GH participates in embryonic development as a growth and differentiation factor, and in cell proliferation as an antiapoptotic factor and in meiotic progression [19,20]. Instead of pituitary GH, maternal or local GH takes part in regulating early embryogenesis *via* paracrine/autocrine effects, since GH and its receptors exist prior to the formation of functional pituitary somatotrophs [21,22].

Even though there is no evidence to date that shows any interaction between TBX5 and GH, both of them work with allied functions in regulating apoptosis, the cell cycle, and myogenesis during embryogenesis. Therefore, the role of GH during embryogenesis in embryos with congenital defects caused by an insufficiency of TBX5 remains undetermined but significant. In our study, GH was microinjected into zebrafish embryos at the 1 ~ 4-cell stages to reveal paracrine restoration effects from exogenous GH in *tbx5* morphants.

## Methods

### Animal ethics statement

Approval of this experiment was permitted by the Animal Ethics Review Board of National Taiwan Ocean University Aquaculture. Since zebrafish embryo under 7 day (168 hour post-fertilization) is excluded in the definition of "vertebrate animal" in review board, our study which used zebrafish embryo under 48 hpf was spared of regulation and review process of Basic Institutional Review Board (IRB).

### Maintenance of zebrafish

Zebrafish were maintained in 45-L aquaria heated to 28.5 °C with 25 fish per tank. The water was filtered, and about half of the water was replaced at least once a week. Adult zebrafish were fed 1 or 2 times per day with a variety of food, and the tank was cleaned by siphoning off any excess food after the second daily feeding. The day-night cycle was controlled with an automatic timer (14 h of light/10 h of dark).

### Breeding of zebrafish

Zebrafish reach sexual maturity in 10 ~ 12 weeks, but breeding fish should be 7 ~ 18 months of age for maximum embryo production. The day before breeding, 1/3 of the water was replaced and the tank was cleaned after feeding (1 ~ 2 h before the end of the light period). Finally, a collection box was placed at the bottom of the tank, and preparations were made to collect the embryos the next day.

### Embryo collection

We removed the collection box in the morning when the light was turned on and placed the collected embryos into an incubator maintained at a temperature of 28.5 °C.

### RNA isolation

Total RNA was isolated from 50 embryos using the guanidine isothiocyanate-based TRIzol solution. RNA samples were re-suspended in DEPC-treated water and quantified spectrophotometrically at 260 nm. The RNA quality was then checked by 1.2 % agarose gel electrophoresis, after staining with 1 μg/ml ethidium bromide. The RNA stock solution was stored at −80 °C.

### Microarray

Isolated total zebrafish embryo RNA was purified using an RNeasy® Mini Kit (QIAGEN, Hilden, Germany), and the quality was confirmed using an Aglient 2100 Bioanalyzer (Aglient Technologies, Santa Cruz, CA, USA). Purified RNA was reverse-transcribed into complementary (c)DNA using SuperScrip TM III RT (Invitrogen, Carlsbad, CA, USA). Before purifying and coupling the fluorescent dye using indirect cDNA labeling with a microarray kit (Invitrogen), the cDNA was hydrolyzed and neutralized using NaOH and HCl. The cDNA was then pretreated with GEx hybridization buffer (HI-PRM; Aglient Technologies) before transferring to hybridization chamber gasket slides for the hybridization reaction. The slide was scanned with an Axon Instruments GenePix 4000B scanner (Molecular Devices, Silicon Valley, CA, USA) and data analyzed with Genespring GX 10.0.2 (Aglient Technologies). All data is MIAME compliant and the raw data has been deposited in a GEO database (GSE33965) [NCBI tracking system #16217606].

### Semiquantitative reverse-transcriptase polymerase chain reaction (RT-PCR)

Total RNA was prepared from 50 defective or normal embryos (Invitrogen), with amplification of 3 μl of 1st-strand cDNA. Amplification primers for each specific mRNA deduced from published sequences were *igf1* (P1: 5’-TCTCATCCTCTTTCTCGC-3’, P2: 5’-GATAGTTTCTGCCCCC-3’), *ghra* (P1: 5’-AAGCATTGAGAGGTG-3’, P2: 5’-AGAGGAAGTGAGGAGAA-3’), *ghrb* (P1: 5’-GTTCCACCCGTTTTCA-3’, P2: 5’-GCGAGTCCTCATTCTGT-3’), *akt2* (P1: 5’-GAAGAGGATGAGCCAATG-3’ and P2: 5’-CTCCAACGCTGAAACAAT-3’), and *erk1* (P1: 5’-TCTGCCAATGTGCTGC-3’, P2: 5’-TGCCGTCTCCTCAAAG-3’). PCR conditions were comprised of denaturation at 95 °C for 3 min followed by 50 cycles of amplification (95 °C for 20 s, 59 °C for 15 s, and 72 °C for 20 s).

### Microinjection and morpholino (MO) treatment

The MO antisense oligonucleotide, *tbx5*-MO (5-GAAAGGTGTCTTCACTGTCCGCCAT-3), was designed against the *tbx5* translational start site (Gene Tools, Philomath, OR, USA). Wild-type (WT) embryos, primarily at the 1-cell stage with the chorion intact, were injected with 19.4 ng/4.3 nl of stock MO diluted in Danieau’s solution. Injected embryos were raised at 28.5 °C. Embryos used for analyzing the expression of various markers were fixed with 4 % paraformaldehyde. Otherwise, embryos were scored after 2 days of development for late effects. In our previous study, 4 control groups, including the 3' end of *tbx5*-MO(2) (5’-GCCTGTACGATGTCTACCGTGAGGC-3’), mismatched *tbx5*-MO (5’-GTCTCTTGACTCTCCGCGATCTCGG-3’), and embryos with blank microinjection and wild-types without microinjection, were included to identify the specific blockage of *tbx5* mRNA translation effect of *tbx5*-MO [9]. The efficacy and specificity of the *tbx5*-MO has been confirmed in previous published articles [9,14].

### Exogenous treatment with GH

Zebrafish embryos were micro-injected with 1 fM of human GH (Sigma-Aldrich, St. Louis, MO, USA) (*n* = 150/group, with triplicate determinations), accompanied by 19.4 ng/2.3 nl *tbx5*-MO at the 1-cell stage. Treated zebrafish embryos were placed into plates with wells, and their functional classification was evaluated at 30, 48, 72, and 96 h post-fertilization (hpf).

### Normal morphological growth rate assessment

Treated zebrafish embryos were placed into a plate with wells for longitudinal follow-up at 12 ~ 18-h intervals. The normal morphological growth rate was evaluated at 24, 30, and 48 hpf.

### Whole-mount *in situ* hybridization

Whole-mount *in situ* hybridization was performed as previously described by Schulte-Merker et al. [23]. The digoxigenin-labeled antisense full-length *amhcvmhc,* and *cmlc2* RNA probes were transcribed using T7 RNA polymerase (Promega, Madison, WI, USA). Whole-mount *in situ* hybridization was carried out essentially as described by Oxtoby and Jowett [24]. In brief, embryos were fixed with 4 % paraformaldehyde, digested with proteinase K, and hybridized with the zebrafish *amhcvmhc,* or *cmlc2* probes at 67 °C. An alkaline phosphatase-conjugated anti-digoxigenin antibody (Boehringer Mannheim, Dassel, Germany) was used to detect zebrafish *amhcvmhc,* or *cmlc2* signals. After staining with NBT/BCIP (Boehringer Mannheim), embryos were re-fixed with 4 % paraformaldehyde and stored in phosphate-buffered saline (PBS).

### Immunohistochemical analysis

Zebrafish embryos were fixed with 4 % paraformaldehyde in PBS. De-paraffinized sections (3 μm) of zebrafish embryo tissues were placed on slides and processed for immunohistochemistry. After application of a biotin blocking system (Dako, Glostrup, Denmark) for 30 min, sections were incubated with target-purified rabbit primary antibodies, including Bcl2, Bad, Cdk2, and P27 (all from Anaspec, Fremont, CA, USA) washed in PBS, and then incubated with a rhodamine-conjugated secondary antibody, goat anti-rabbit immunoglobulin G (IgG). After washing in PBS, sections were incubated with mounting medium and kept at 4 °C.

### Transmission electron microscopic (TEM) examinations

Embryos were fixed at 48 hpf with 2.5 % glutaraldehyde in Sorenson’s phosphate buffer, post-fixed with 1 % OsO_4_ in Sorenson’s phosphate buffer followed by dehydration through a graded series of ethanol washes, and embedded in Spurr’s EPON. Blocks were heated in an oven for 8 h at 70 °C. Semi-thin (1 μm) sections were cut and stained with toluidine blue for adequate preview under a microscope. Ultrathin sections (900 Å) were cut with a diamond knife, stained with uranyl acetate and lead citrate, and examined with an electron microscope.

### TdT-UTP nick end labeling (TUNEL) assay

Both whole mount and sectioned TUNEL assays were performed using an ApopTag kit (Chemicon, Heule, Belgium). Zebrafish embryos were briefly fixed with 4 % paraformaldehyde in PBS. Proteinase K-treated whole embryos or de-paraffinized sections (5 μm) of embryos were incubated with the TdT enzyme followed by anti-digoxigenin. Finally, embryos or slides were stained with DAB for 5 min.

### Western blot analysis

Embryos were homogenized on ice in lysis buffer (Sigma-Aldrich). Cellular debris was then pelletized by centrifugation at 12,000 rpm for 20 min, and the supernatant was collected and measured. Proteins were mixed with sample buffer before separation in 10 % sodium dodecylsulfate polyacrylamide electrophoresis (SDS-PAGE) gels. The SDS-PAGE was then transferred onto nitrocellulose membranes at 100 V for 1 h. Membranes were blocked with 5 % bovine serum albumin (BSA) buffer at room temperature for 1 h. The Akt and Erk primary antibody (Aviva Systems Biology, San Diego, CA, USA) was incubated overnight at 4 °C at a dilution of 1:1000. Nitrocellulose membranes were washed with PBST followed by incubation with a horseradish peroxidase (HRP)-conjugated secondary antibody (1:5000) for 1 h at room temperature before the images were digitized.

### Statistical analysis

Results are given as the mean ± S.D. Where applicable, Duncan’s new multiple range test was used to compare every pair of testing groups. Statistical significance was accepted at *p* < 0.05.

## Results

### The *tbx5* insufficiency causes morphological changes during zebrafish embryonic development

At 48 hpf, looped hearts with apparent chambers (atria and ventricle) were observed in WT zebrafish embryos (Figure 1A), their trunks appeared straight without bending, and somites were “V-shaped” (Figure 1F). At 96 hpf, they displayed well-formed pairs of pectoral fins (Figure. 1K). Perturbations of cardiac development (Figure 1B) were exhibited in *tbx5*-MO treated (MO) zebrafish embryos, along with curved trunks and abnormal “U-shaped” somites (Figure 1G), and pectoral fin growth (Figure 1L) was either truncated or even atretic. Moreover, the defect rates in the heart (Figure 1P), trunk (Fig. 1Q), and pectoral fins (Figure 1R) were very high in the MO group compared to those of the WT and mismatch *tbx5*-MO-treated (MIS) groups. Formation of the heart (Figure 1C), trunk (Figure 1H), and pectoral fins (Figure 1M) in the MIS and WT groups was similar.

**Figure 1:**
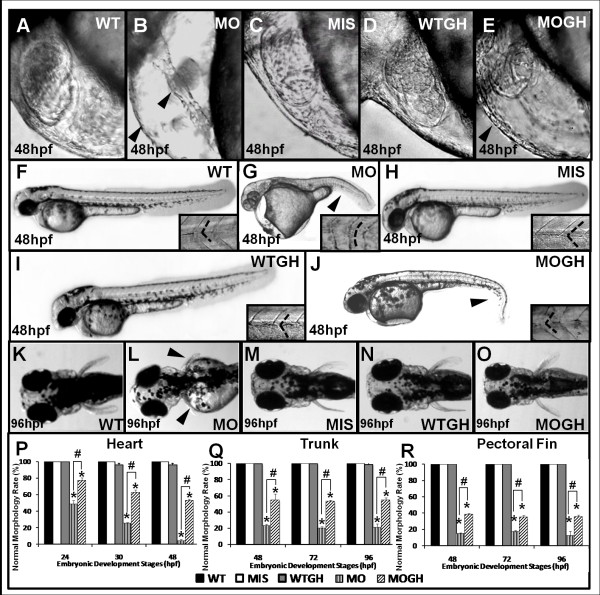
**Phenotypes of*tbx5*knockdown and GH-treated zebrafish embryos.** The normal appearance of hearts in wild-type (WT) (**A**) and MIS (**C**) group embryos and string-like hearts occurring in MO (**B**) group embryos are depicted. In WTGH embryos (**D**), hearts are identical to those of the WT (**A**) group, and hearts of MOGH group embryos (**E**) showed improvements. No significant differences were observed in trunks of WT (**F**), MIS (**H**), and WTGH group embryos (I), in which trunks were straight and somites appeared “V-shaped.” On the other hand, trunks of embryos injected with *tbx5*-MO were severely bent (**G**) and had “U-shaped” somites, but these were partially restored in MOGH group embryos (**J**). In the MO group (**L**), truncated or undeveloped pectoral fins were demonstrated; nevertheless, WT (**K**) embryos micro-injected with mismatched *tbx5*-MO (**M**), WT (**N**) exogenous GH–treated embryos, and *tbx5*-deficient embryos exhibited normal appearances. Statistically, the normal morphogenetic rates of the heart (**P**), trunk (**Q**), and pectoral fins (**R**) were significantly lower in the MO group and partially improved in the MOGH group. Defective embryos were not found in the WT or MIS groups and almost all of the embryos in the WTGH group developed properly. Data are presented as mean ± S.D. *p < 0.05 *vs.* WT; ^#^*p* < 0.05 MO + GH *vs.* MO. Black arrowhead, defect site; dashed line, shape of somite border; MO, *tbx5* knockdown; MIS, mismatch *tbx5*-MO-treated embryos; WTGH, WT embryos treated with GH; MOGH, *tbx5*-MO- and GH-treated embryos.

### Multiple growth-related genes were downregulated in *tbx5* knockdown embryos

We screened growth-related genes that were downregulated after knockdown of *tbx5* using a zebrafish microarray. 

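Each array compared whole AB strain embryos injected with tbx5-MO, labelled with Cy5, with WT embryos, labelled with Cy3, on 2-colour Agilent zebrafish arrays. There were 2 arrays at 24 hpf, 2 at 30 hpf and 3 at 48 hpf. Each RNA sample came from 50 embryos, and the morphants had received 19.4 ng of morpholino in 4.3 nl. No array carried the dyes the other way round, so an effect of the dye cannot be told apart from an effect of the morpholino. The sources used here do not say whether the arrays of a stage came from separate pools of embryos, so the p-values measure only the spread between these arrays, which may be technical. The number of arrays limits the precision. The authors normalized the scanned arrays in GeneSpring GX and deposited 1 log2 ratio per probe and array, for 43663 probes with no missing value. The array medians lay between -0.03 and 0.01, so the ratios were already centred, by a normalization whose steps are not given in the sources used here. Intensities were not used here, and the signal of a spot over its background is unknown. Some log2 values recurred on an array. Between 10.2% and 27% of an array's values were found once on it, and between 11.4% and 67.3% were shared by more than 10 probes. A ratio of small whole numbers can take few values, so repeated values were taken as a mark of dim spots, which is an inference from the values.

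The value table carried no gene names. Probes were named through the authors' lists of probes lower in the morphants at each stage, whose values were found in the table. Of 6740 probes in the lists, 6662 were placed on 1 probe of the table, and the other 37001 probes stayed without a name. Gene names here therefore cover only genes with a probe at least 1.5-fold lower on every array of at least 1 stage, and tbx5 itself is not analysed here. The ratio was taken as morphant over WT at every stage, from the dyes in the labels and from the negative values in those lists. Probes of 1 gene symbol were averaged, which gave 3794 genes and 39385 single probes. limma fitted 1 mean per stage over all 7 arrays and tested each against 0, with Benjamini-Hochberg adjustment over the 43179 genes and single probes. Over the 1972 probes whose values were found once on every array, the 30 hpf arrays correlated at 0.69 with each other and the 48 hpf arrays at 0.69 to 0.71, but the 30 hpf arrays correlated at -0.28 to 0.02 with the 48 hpf arrays. The 24 hpf arrays correlated at 0.20 with each other. The first of them correlated at 0.30 and 0.40 with the 30 hpf arrays and the second at -0.01 and -0.05. These correlations are across probes, which are not independent replicates. The array names in the lists fell under 2 days, taken as days of scanning, of which the first held both 30 hpf arrays and 24 hpf replicate 1, and the second held 24 hpf replicate 2 and all 3 arrays at 48 hpf. In the list the array taken as 24 hpf replicate 2 carries number 3, while its label gives number 2.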

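Genes of muscle, lens and the heat shock response were among those with the lowest ratios in the morphants, though not all at the same stage. At 24 hpf actc1b, a muscle actin, had a log2 ratio of -3.39 ± 2.99 (SD, n = 2), and stau1, an RNA-binding protein, of -3.26 ± 1.13 (SD, n = 2). At 30 hpf the lens crystallin crybb1l2 had a log2 ratio of -4.28 ± 3.70 (SD, n = 2) and pvalb1, a calcium-binding protein of fast muscle, of -3.04 ± 0.04 (SD, n = 2). At 48 hpf the log2 ratio was -2.93 ± 0.33 (SD, n = 3) for tnni2b.1, a troponin of fast muscle, -2.53 ± 0.68 for hspb1, a small heat shock protein, and -2.55 ± 0.56 for sesn3, a sestrin. At that stage pvalb1 was higher, at 2.31 ± 0.39 (SD, n = 3), as were 22 of 26 muscle genes and 12 of 14 lens genes named through the lists of the other stages. The adjusted p-values of the genes with lower ratios from limma lay between 0.240 for stau1 and 0.638 for the 3 genes at 48 hpf, so none of these changes passed the test. In the mean of the arrays, 8784 genes and single probes lay at least 1.5-fold lower and 9081 at least 1.5-fold higher at 24 hpf. The numbers were 7964 lower and 7383 higher at 30 hpf, and 4777 lower and 5486 higher at 48 hpf. Counted by probe, 3367 lay at least 1.5-fold lower on every array at 24 hpf, 2949 at 30 hpf and 913 at 48 hpf. If the signs of the same changes were random on each array, 2672.5, 2229 and 391.9 probes would have done so. Of the probes changed at least 1.5-fold on every array, 59.15% lay on the same side on both arrays at 24 hpf, 62.7% at 30 hpf and 56.6% on all 3 arrays at 48 hpf. For probes whose values were found once on the arrays of the stage, these shares were 79.2%, 96.0% and 98.3%.

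**Figure D1:**
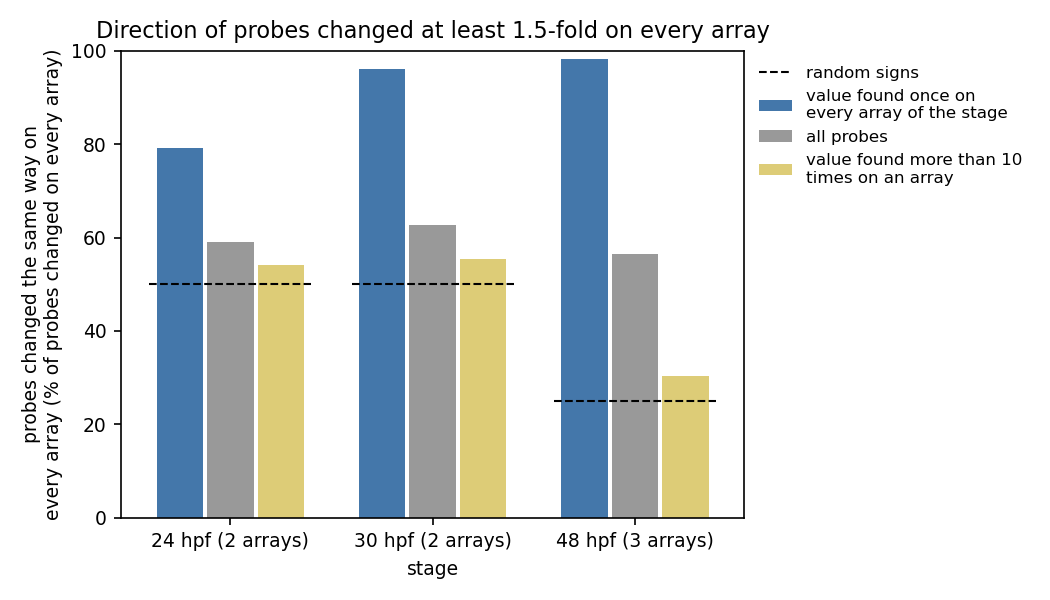
Share of probes that lay on the same side of 0 on every array of a stage, as a percentage of the probes changed at least 1.5-fold on every array, at 24, 30 and 48 hpf. Bars stand for probes with values found once on every array of the stage, all probes, and probes with values found more than 10 times on an array of the stage, for which the shares were 54.1%, 55.3% and 30.4%, and the dashed lines mark the share that random signs give (50% for 2 arrays and 25% for 3).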

Genes that were 1.5× downregulated were included. 

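The 13 growth-related genes that could be placed in the value table were all at least 1.5-fold lower in the mean of the arrays of the stage given for them. They ranged from 1.74-fold lower for ghra, a growth hormone receptor, at 24 hpf to 3.72-fold lower for mdkb, a heparin-binding growth factor, at 24 hpf. Between these lay fgf6a, a fibroblast growth factor, at 2.46-fold lower at 30 hpf and gata5, a transcription factor of heart and gut, at 2.75-fold lower at 48 hpf. In limma's test over all 43179 genes and single probes, 0 of the 13 genes passed, while 9 had an unadjusted p under 0.05. Arrays were simulated with the fitted spread and 200 of the 43179 genes and single probes changed per stage. On them the same test recovered 0% of log2 changes of 1 at each stage. Of log2 changes of 2 it recovered 0% at 24 and 30 hpf and 2.99% at 48 hpf. Missing the threshold therefore does not show that these genes were unchanged. Adjusted over the list alone, 3 of the 13 passed, with adjusted p = 0.020 for mdkb, 0.041 for fgf6a, a value of which 49 probes shared on an array, and 0.020 for gata5. The study chose these genes on these arrays for being lower on each of them, so neither their direction nor the count adjusted over the list alone is independent evidence. The count adjusted over the list alone was 5 without 24 hpf replicate 1, 0 without 48 hpf replicate 1 and 1 without 48 hpf replicate 2. Genes of the growth hormone and IGF axis named through the lists of the other stages, and so not chosen at the stage tested, had a median log2 ratio of -0.41 at 30 hpf (6 genes, adjusted p = 0.619 from camera) and of -0.09 at 48 hpf (8 genes, adjusted p = 0.897). Fibroblast, vascular endothelial and platelet-derived growth factors and midkines taken the same way had a median of -0.15 at 24 hpf (7 genes, adjusted p = 0.992) and of -0.32 at 48 hpf (7 genes, adjusted p = 0.642).

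**Figure D2:**
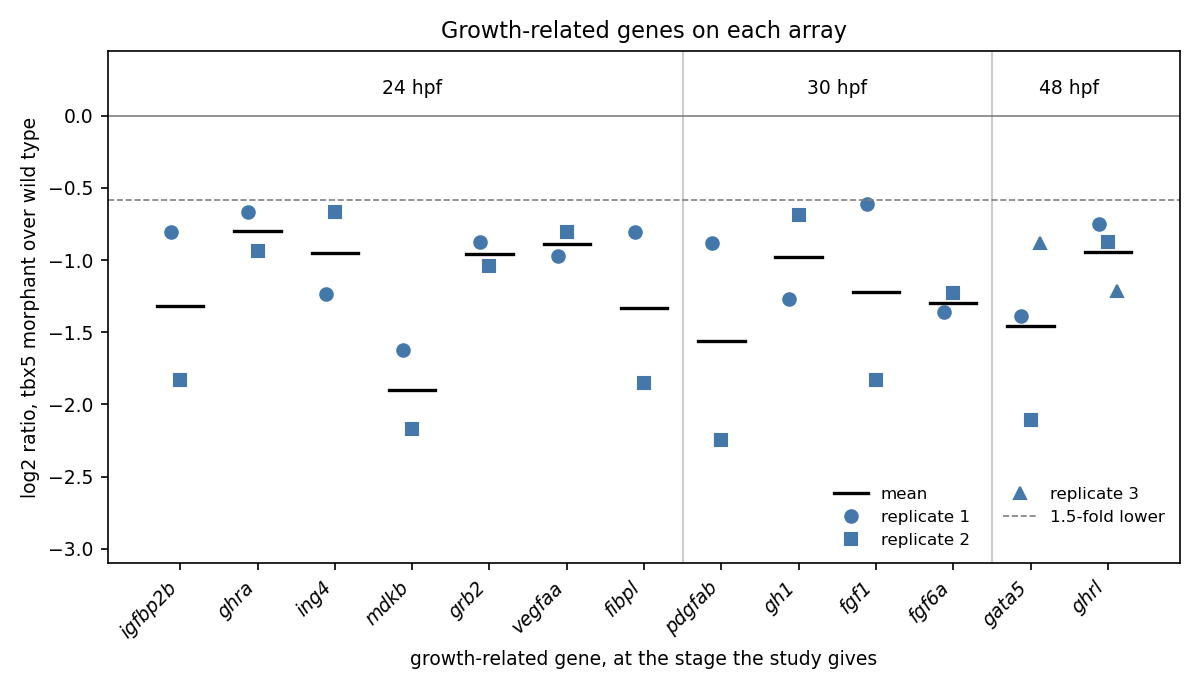
Log2 ratio of tbx5 morphant over wild type for each growth-related gene on each array, at the stage the study gives for it. Points are arrays, black bars are means and the dashed line marks 1.5-fold lower; the 13 genes lie below the line on every array of that stage, the condition by which they were chosen.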

Multiple genes participating in growth were downregulated in zebrafish embryos with the *tbx5* deficiency (Table 1). Growth-related genes *igfbp2b*, *ghra*, *ing4*, *mdkb*, *grb2*, *vegfaa,* and *fibp1* were downregulated at the heart-tube stage at 24 hpf. 

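At 24 hpf the lowest of the 7 genes was mdkb, on chromosome 25, with log2 ratios of -1.63 and -2.17 on the 2 arrays and a mean of -1.90 (standard error 0.40, adjusted p = 0.317 from limma). Next came fibpl, related to the FGF1 intracellular binding protein and written fibp1 in the text, on chromosome 21, at -1.33 ± 0.74 (SD, n = 2), and igfbp2b, an IGF binding protein on chromosome 6, at -1.32 ± 0.72 (SD, n = 2). Their first array gave -0.81 for both, a value that 122 probes shared on it, while the second gave -1.85 for fibpl and -1.83 for igfbp2b. The other 4 genes had tighter values. The log2 ratio was -0.96 ± 0.12 (SD, n = 2) for grb2, an adaptor protein of receptor tyrosine kinases on chromosome 3, and -0.89 ± 0.12 for vegfaa, a vascular endothelial growth factor on chromosome 16. It was -0.95 ± 0.40 for ing4, of the inhibitor of growth family, on chromosome 19, and -0.80 ± 0.19 for ghra on chromosome 8. A value of vegfaa was shared by 19 probes on an array, and a value of ghra by 12. The adjusted p-values of these 6 genes from limma lay between 0.365 for igfbp2b and 0.458 for fibpl, over all genes and probes. The genome build behind the chromosomes is not given in the sources used here, and the reference table used here names igfbp2b as igfbp2a, grb2 as grb2b and fibpl as fibpb.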

At 30 hpf, when the heart begins to loop, *pdgfab*, *gh1*, *fgf1*, *fgf6a,* and *vegfab* were downregulated in *tbx5* knockdown embryos. Furthermore, *gata5* and *ghr1* were found to be downregulated at 48 hpf.

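At 30 hpf the lowest mean of the placed genes was that of pdgfab, a platelet-derived growth factor on chromosome 3, with log2 ratios of -0.88 and -2.24 on the 2 arrays and a mean of -1.56 ± 0.96 (SD, n = 2). The 2 fibroblast growth factors were fgf6a on chromosome 25, at -1.36 and -1.23 with a mean of -1.30 ± 0.09 (SD, n = 2), and fgf1 on chromosome 14, at -0.61 and -1.83 with a mean of -1.22 ± 0.86 (SD, n = 2). The growth hormone gene gh1, on chromosome 3, had log2 ratios of -1.27 and -0.69. On at least 1 array of that stage, 78 probes shared the value of pdgfab, 49 that of fgf6a and 58 that of fgf1. Such repeated values were taken here as a mark of dim spots. The adjusted p-values from limma were 0.584 for pdgfab, 0.509 for fgf6a and 0.579 for fgf1, so none of these differences passed the test over all genes and probes. The vascular endothelial growth factor vegfab could not be placed, because 2 probes of the value table held its values. In the authors' list of lower probes its log2 ratios were -1.98 and -1.41.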

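At 48 hpf gata5, on chromosome 23, had log2 ratios of -1.38, -2.11 and -0.88 on the 3 arrays, with a mean of -1.46 ± 0.62 (SD, n = 3) and a standard error of 0.33. The other gene, written ghr1 in the text, is ghrl in Table 1 and in the authors' lists, the ghrelin/obestatin preprohormone on chromosome 6. Its log2 ratios were -0.75, -0.87 and -1.22, with a mean of -0.95 ± 0.24 (SD, n = 3). Over all genes and probes, the adjusted p from limma was 0.826 for gata5 and 0.848 for ghrl. The values of gata5 were each found once on their arrays, and over the 4646 probes of that kind at 48 hpf, a limit chosen after seeing the data, its adjusted p from limma was 0.004 over the 3 arrays of that stage. In that setting 1328 of the 4646 probes passed. The study had chosen gata5 as lower on all 3 arrays, so its p is not independent evidence. A limit to the 6963 probes with values found at most 10 times on every array was also chosen after seeing the data. Over these the adjusted p of gata5 from limma was 0.056 in a fit of all 7 arrays. One of the values of ghrl was shared by 11 probes.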

**Table 1:** **1.5× down regulated growth -related genes in*tbx5*knockdown embryos in different embryonic developmental stages**

**Gene Symbol**	**Gene Name**	**Genbank #**	**Function**	**Stage (hpf)**	**Reference**
*igfbp2b*	insulin-like growth factor protein 2b	NM_131458	general embryonic development and growth, regulating vascular development	24	Zhou, 2008
*ghra*	growth hormone receptor a	NM_001083578	cytokine receptor activity	24	Di Prinzio, 2010
*ing4*	inhibitor of growth family, member 4	NM_001020468	regulating brain tumour growth and angiogenesis	24	Susan Nozell, 2008
*mdkb*	midkine-related growth factor b	NM_131716	brain development, neural crest formation	24	Liedtke, 2008
*grb2*	growth factor receptor-bound protein 2	NM_213035	distinct effects on neural crest and floorplate development	24	Ryan P Million, 2004
*vegfaa*	vascular endothelial growth factor Aa	AF016244	blood vessel endothelial cell proliferation	24	Bahary, 2007
*fibpl*	fibroblast growth factor (acidic) intracellular binding protein, like	NM_212861	Kupffer's vesicle development	24	Hong, 2009
*pdgfab*	platelet derived growth factor alpha b	NM_001076757	positive regulation of cell division	30	Eberhart, 2008
*gh1*	growth hormone 1	NM_001020492	growth control	30	Toro, 2009
*fgf1*	fibroblast growth factor 1	NM_200760	hemopoiesis	30	Songhet, 2007
*vegfab*	vascular endothelial growth factor Ab	NM_001044855	angiogenesis	30	Bahary, 2007
*gata5*	GATA-binding protein 5	NM_131235	specification of cardiomyocytes	48	Holtzinger, 2007
*ghrl*	ghrelin/obestatin preprohormone	NM_001083872.1	encodes ghrelin-obestatin preproprotein	48	Li, 2009

### Exogenous GH-improved embryonic defects in zebrafish with *tbx5* deficiency

Data from microarray screening showed that GH was downregulated in the early embryonic stages in zebrafish embryos with the *tbx5* deficiency. 

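The ratio of gh1, which encodes growth hormone, was lower in the morphants at 30 hpf and closer to no change in the mean at the other stages. The gene was chosen as lower on both 30 hpf arrays, so smaller changes at the other stages could follow from that choice alone. Neither the difference from 24 to 30 hpf (adjusted p = 0.689 from limma) nor that from 30 to 48 hpf (0.824) passed. The mean log2 ratio of gh1 was -0.98 ± 0.41 (SD, n = 2) at 30 hpf, or 1.97-fold lower. It was -0.06 ± 0.31 (SD, n = 2) at 24 hpf and -0.26 ± 0.91 (SD, n = 3) at 48 hpf. At 48 hpf the 3 arrays gave 0.76, -0.995 and -0.54. The difference at 30 hpf had a standard error of 0.49 and an adjusted p of 0.650 from limma over all genes and probes, and of 0.085 when adjusted over the list alone, so it did not pass either way. On 1 of the 30 hpf arrays, the value of gh1 was shared by 212 probes. From the arrays the paper states that growth hormone was downregulated in the morphants, and it goes on to inject the hormone into them to ask whether it is involved in their defects.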

WT embryos did not show defects of the heart (Figure 1P), pectoral fins (Figure 1Q), or trunk (Figure 1R). Microinjection of GH into *tbx5*-MO treated embryos (MOGH group) caused defects of the heart (22.7 % at 24 hpf, 37.3 % at 30 hpf, and 46.7 % at 48 hpf; Figure 1P), pectoral fins (61.3 % at 24 hpf, 64.7 % at 30 hpf, and 65.3 % at 48 hpf; Figure 1Q), and trunk (45.3 % at 24 hpf, 45.3 % at 30 hpf, and 46.7 % at 48 hpf; Figure 1R).

Microinjection of *tbx5*-MO into WT embryos (the MO group) caused specific defects of the heart (string-like heart, cardiac edema, and loss of ventricular contractility) (51.3 % at 24 hpf, 74.7 % at 30 hpf, and 96 % at 48 hpf; Figure 1P), pectoral fins (85.3 % at 24 hpf, 88 % at 30 hpf, and 88 % at 48 hpf; Figure 1Q), and trunk (76 % at 24 hpf, 80 % at 30 hpf, and 78.7 % at 48 hpf; Figure 1R). Comparing the MO group to the MOGH group, the incidence of embryonic defects due to *tbx5* insufficiency was significantly reduced (Figure 1P-R).

Compared to the WT group, microinjection of exogeneous GH into WT embryos (WTGH) did not cause significant phenotypic changes, and no embryonic defects were identified (Figure 1P-R). There were no statistical differences in embryonic defects between the WT group (*n* = 50) and either the MIS group (*n* = 50) or the WTGH group (*n* = 50).

### The paracrinous effect of exogenous GH in activating the IGF-1 pathway

Genes participating in the GH/IGF-1 pathways, *igf1* (Figure 2A), *ghra* (Figure 2B), and *ghrb* (Figure 2C), were downregulated in the MO group but were partly reactivated in the study groups simultaneously treated with GH (Figure 2A-C). On the other hand, genes participating in the GH/IGF-1 pathway showed no statistically significant differences in the WT group and MIS group (Figure 2A, B, C).

**Figure 2:**
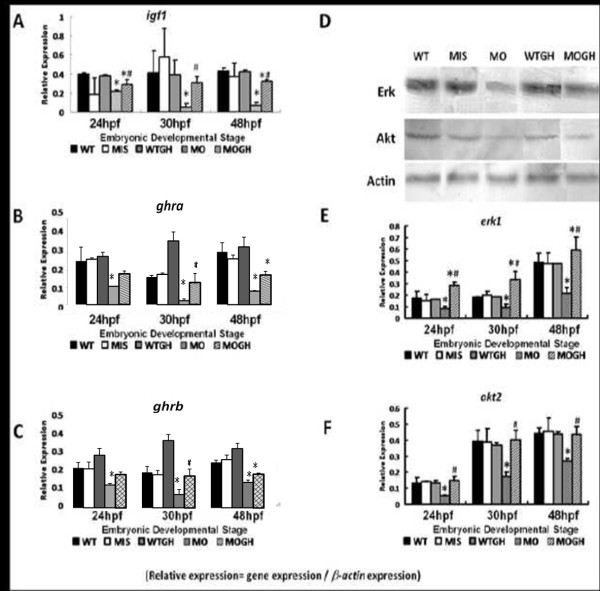
**Expressions of*igf1*,*ghra*,*ghrb*,*akt2,*and*erk1*in*tbx5*knockdown embryos.** (**A**) The expression of *igf1* was significantly reduced in MO group embryos throughout the developmental stages. Its expression in WTGH and MIS embryos was similar to the control and wild-type (WT) groups. The expression of *igf1* was significantly restored in the WTGH treatment group. Expressions of GH receptors *ghra* (**B**) and *ghrb* (**C**) were significantly depressed in MO embryos but restored in the MOGH treatment group. (**D**) In the Western blot analysis, protein expressions of Akt and Erk in MO zebrafish embryos were depressed, but expressions were similar among the WT, MIS, and WTGH groups at 30 h post-fertilization (hpf). Expressions of Akt and Erk were restored in the MOGH group. In the semiquantitative PCR analysis, mRNA expressions of *erk1* (**E**) and *akt2* (**F**) were significantly reduced in MO group embryos and restored in the MOGH group. Data are presented as the mean ± S.D. *p < 0.05 *vs.* WT; ^#^*p* < 0.05 MOGH *vs.* MO. MO, *tbx5* knockdown; MIS, mismatched *tbx5*-MO-treated embryos; WTGH, WT embryos treated with growth hormone (GH); MOGH, *tbx5*-MO- and GH-treated embryos.

Since the affected receptors function through phosphorylation, we examined the expression of phosphorylation-related genes, *erk1* and *akt2,* at the protein and gene levels using Western blot and semiquantitative RT-PCR, respectively. Gene expression levels of *erk1* (Figure 2E) and *akt2* (Figure 2F) could be identified at 24, 30, and 48 hpf, but were depressed in embryos with the *tbx5* deficiency. Exogenous GH increased the expression of genes and proteins in embryos with the *tbx5* deficiency, but these expressions caused no significant changes in the MIS group (Figure 2E, F). GH downstream factors Erk and Akt, however, were significantly reduced in the MO group, and their gene expressions were improved in the MOGH group.

Expressions of the phosphorylation-related genes of *erk1* and *akt2* in the WT, MIS, and WTGH microinjection groups were similar (Figure 2D-F).

### Exogenous GH partially normalized the apoptotic effect induced by *tbx5* deficiency

The TUNEL assay demonstrated only few apoptotic spots in WT (Figure 3A), MIS (Figure 3B), and WTGH embryos (Figure 3C). Apoptotic spots were significantly induced in the MO group (Figure 3D) and were diminished in the MOGH-treated group (Figure 3E).

**Figure 3:**
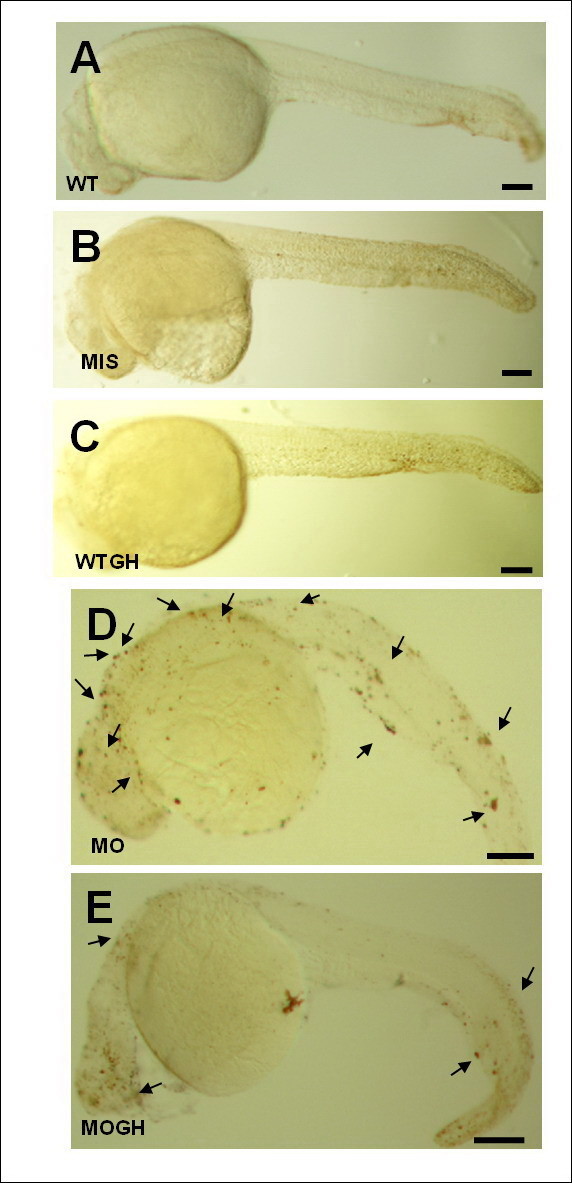
**Growth hormone (GH)-treated*tbx5*-knockdown zebrafish embryos show reduced apoptosis at 30 h post-fertilization (hpf).** A TUNEL assay revealed no apoptotic spots in WT (**A**), MIS (**B**), and WTGH (**C**) embryos. (**D**) However, massive apoptotic spots were visible in MO embryos. (**E**) In the MOGH group, apoptotic sites were reduced. (**A**-**E**) Embryo anteriors are to the left. Scale bar = 0.1 cm. Black arrow, apoptotic site; WT, wild-type embryos; MO, *tbx5* knockdown; MIS, mismatched *tbx5*-MO-treated embryos; WTGH, WT embryos treated with GH; MOGH, *tbx5*-MO- and GH-treated embryos.

We analyzed the expressions of cell apoptosis-related genes at the RNA and protein levels. Our results showed a remarkable increase of *bcl2* (Figure 4A) and *bad* (Figure 4B) in MO group embryos in all studied periods. However, compared to gene expression in the WT group, no significant changes were found in embryos injected with either MIS or WTGH (Figure 5A, B). Overexpression of the *bad* and *bcl2* genes was then confirmed by analyzing their protein expressions by performing immunohistochemical analyses in the heart and pectoral fins at 30 hpf. Bad and Bcl2 genes showed identical protein expression patterns, which were observed in messenger (m)RNA expression analysis in the heart and pectoral fins (Figure 4C-R). Mild expressions of the apoptosis-related proteins, Bad and Bcl2, were observed in the heart (Figure 4C, G) and pectoral fins (Figure 4K, 4O) of WT embryos, and increased expressions of Bad and Bcl2 were detected in the heart (Figure 4E, I) and pectoral fins (Figure 4M, Q) of *tbx5* knockdown embryos. Expression levels of apoptosis-related proteins were observed in the heart (Figure 4D, F, H, J) and pectoral fins (Figure. 4L, N, P, R) of the WTGH and MOGH groups.

**Figure 4:**
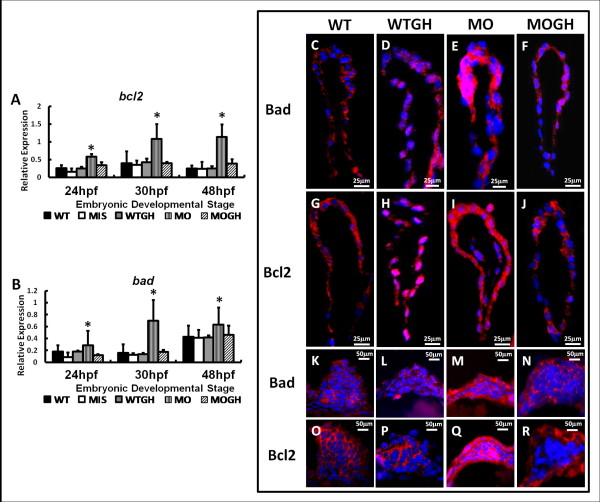
**Expression of apoptosis-related genes and proteins in*tbx5*knockdown and growth hormone (GH)-treated zebrafish embryos at 30 h post-fertilization (hpf).** Using a semiquantitative RT-PCR, the apoptotic genes, *bcl2* (**A**) and *bad* (**B**), were significantly induced in MO group embryos and showed no significant differences among the WT, WTGH, and MOGH groups. (*n* = 3, 50 embryos/stage; relative expression = gene expression/*β*-*actin* expression). (**C**-**R**) Zebrafish embryos were stained by apoptosis-related antibodies, Bad and Bcl2 (red), and counterstained with DAPI (blue) for nucleus observation. In sagittal sections of the heart, Bad and Bcl2 were similarly expressed and significantly induced in *tbx5-*deficienct embryos (**E**, **I**), and showed no significant differences among the WT (**C**, **G**), WTGH (**D**, **H**), and MOGH (F, J) groups. Transverse sections showed that expression patterns of Bad and Bcl2 in pectoral fins were significantly induced in *tbx5*-deficient embryos (**M**, **Q**) and showed insignificant differences among the WT (**K**, **O**), WTGH (**L**, **P**), and MOGH (N, R) groups. (**C**-**R**) Embryo anteriors are to the left. WT, wild-type embryos; MO, *tbx5* knockdown; MIS, mismatch *tbx5*-MO-treated embryos; WTGH, WT embryos treated with GH; MOGH, *tbx5*-MO- and GH-treated embryos. Data are presented as the mean ± S.D. *p < 0.05 *vs.* WT

**Figure 5:**
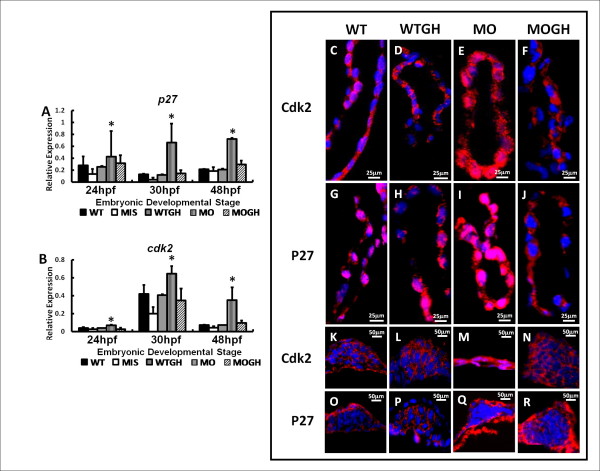
**Expression of cell cycle-related genes and proteins in*tbx5*knockdown and GH-treated zebrafish embryos at 30 h post-fertilization (hpf).** Cell cycle-related genes, *p27* (**A**) and *cdk2* (**B**), were significantly induced in MO group embryos throughout the developmental stages but were similar among the WT, WTGH, and MOGH groups. (*n* = 3, 50 embryos/stage; relative expression = gene expression/β-actin expression). (**C**-**R**) Zebrafish embryos was stained with cell cycle-related (Cdk2 and P27) antibodies (red) and counterstained with DAPI (blue) for nuclear observation. In sagittal sections of the heart and transverse sections of the pectoral fins, expression patterns of Cdk2 and P27 were similar in all treatment groups in that they were significantly induced in *tbx5*-deficienct embryos (**E**, **I**, **M**, **Q**) and showed insignificant differences among the WT (**C**, **G**, **K**, **O**), WTGH (**D**, **H**, **L**, **P**), and MOGH (**F**, **J**, **N**, **R**) groups. (**C**-**R**) The anteriors of the embryos are to the left. WT, wild-type embryos; MO, *tbx5* knockdown; MIS, mismatch *tbx5*-MO-treated embryos; WTGH, WT embryos treated with growth hormone (GH); MOGH, *tbx5*-MO- and GH-treated embryos. Data are presented as the mean ± S.D. *p < 0.05.

### Effect of exogenous GH on genes related to the cell cycle

Depletion of *tbx5* caused an increase in the expressions of S stage-related mRNA *p27* and *cdk2* (Figure 5A, B) in *tbx5* morphants. However, in the MOGH group, expressions of *p27* and *cdk2* were partially restored, which showed no significant difference compared to the WT or MIS groups (Figure 5A, B).

mRNA expressions of cell cycle-related genes were confirmed by performing an immunohistochemical analysis. Protein expressions of Cdk2 and P27 in the heart and pectoral fins had similar patterns as observed in the mRNA expression analysis (Figure 5C-R). Expressions of cell cycle-related proteins, Cdk2 and P27, were observed in the heart (Figure. 5C, G) and pectoral fins (Figure 5K, O) of WT embryos. Expressions of Cdk2 and P27 were induced in the heart (Figure. 5E, I) and pectoral fins (Figure 5M, Q) of MO-group embryos. Protein expression levels of Cdk2 and P27 were identical in the heart (Figure 5D, 5 F, 5 H, 5 J) and pectoral fins (Figure 5L, N, P, R) of the WTGH and MOGH groups.

### Exogenous GH improves the expression of cardiomyogenesis genes in *tbx5* knockdown embryos

The result of whole-mount *in situ* hybridization demonstrated that the expressions of *amhc*, *vmhc,* and *cmlc2* were reduced in *tbx5* knockdown embryos (Figure 6G-I) compared to WT embryos (Figure 6D-F); however, in the MOGH group, expressions of *amhc* (Figure. 6J), *vmhc* (Figure 6K), and *cmlc2* (Figure 6L) were improved. In a semiquantitative RT-PCR test, the expression of *amhc* was repressed at 48 hpf in the MO group and was improved in the MOGH treatment group (Figure 6A). On the other hand, expressions of *vmhc* (Figure 6B) and *cmlc2* (Figure 6C) were significantly repressed in all developmental stages in *tbx5* knockdown embryos but were significantly improved in the MOGH-treated group. Their expressions in the MIS, WTGH, and WT groups were similar (Figure 6A-C).

**Figure 6:**
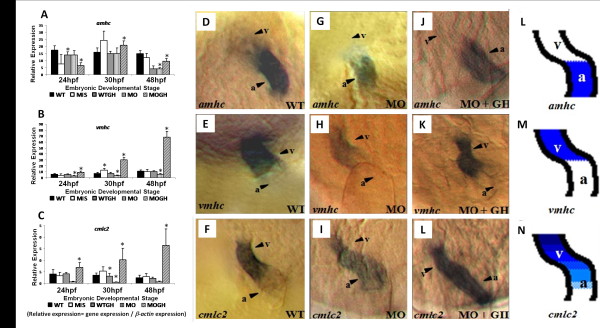
**Expressions of cardiomyogenesis-related genes in GH-treated*tbx5*mutants. Expressions of (A)*amhc*, (B)*vmhc,*and (C)*cmlc2*in MO group zebrafish embryos were depressed throughout the developmental stages compared to WT zebrafish embryos.** Expression of these thre cardiac myogenesis genes showed significant restorative effects in MOGH group embryos. On the other hand, expressions of cardiac myogenesis genes were not significantly affected in WTGH group embryos. The expression of *amhc* was restricted to the atrium in WT embryos (**D**), and its expression was depressed in MO group embryos (**G**). (**J**) MOGH group zebrafish embryos showed an ameliorating effect on restoration by the expression of *amhc*. The expression of *vmhc* was restricted to the ventricle in WT embryos (**E**) but showed minor expression in MO group embryos (**H**). (**K**) However, the expression of *vmhc* was significantly induced in the MOGH group. The expression pattern of *cmlc2* was similar to that of *vmhc,* in that expression was low in *tbx5*-deficient embryos (I) but was restored in GH-treated embryos (**L**). Schematics indicate the location of the expressions of *amhc* (**L**), *vmhc* (**M**), and *cmlc2* (**N**). Data are presented as the mean ± S.D. *p < 0.05 *vs.* WT. WT, wild-type embryos; MO, *tbx5* knockdown; MIS, mismatched *tbx5*-MO-treated embryos; WTGH, WT embryos treated with growth hormone (GH); MOGH, *tbx5*-MO- and GH-treated embryos; a, atrium; v, ventricle.

## Discussion

Significant dysmorphogenesis (Figure 1) shown in the MO group is similar to congenital defects in humans with HOS. The defects of a string heart [6,10,11,15,25-29] and dysgenetic fins [30-32] are well studied in several species models with *tbx5* insufficiency, especially zebrafish. We also explored those genes associated with altered *tbx5* levels during embryogenesis and those which contribute to developmental defects. We investigated gene expressions in dysmorphogenesis of a zebrafish *tbx5-*deficient model in order to reveal the role of *tbx5* in altering transcription using an oligonucleotide-based microarray analysis, as it is sensitive to a single injection of *tbx5* morpholino in zebrafish embryos. 

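Some gene groups passed the test at each stage with camera's preset correlation, and several of them lay on opposite sides at 30 and 48 hpf, but 0 passed at any stage with an estimated correlation. Each group was a list fixed before the data were examined, tested with camera on those members named through the lists of the other stages. At 24 hpf the skeletal muscle genes fell, with a median log2 ratio of -0.92 over 26 genes and 23 below 0 (adjusted p = 7.68e-04, or 0.802 with an estimated correlation). Over the 23 of them with probes whose values were found at most 10 times on every array, a limit chosen after seeing the data, the median was -0.95 and the adjusted p 0.064. Among them mylpfa, a myosin light chain, had a log2 ratio of -3.02 ± 1.77 (SD, n = 2) and ckmb, a creatine kinase, of -2.49 ± 1.29. At 30 hpf the muscle genes had a median of -1.53 over 19 genes (adjusted p = 1.30e-09, or 0.204 with an estimated correlation), with the troponins tnnt3b at -2.97 ± 0.37 (SD, n = 2) and tnnt3a at -2.69 ± 0.003. The lens genes fell too, with a median of -1.50 over 9 genes (adjusted p = 4.45e-04, or 0.412 with an estimated correlation) and the crystallins cryba4 at -2.68 ± 0.98 and cryba1b at -2.25 ± 0.30. At 48 hpf the lens genes rose, with a median of 1.71 and 12 of 14 above 0 (adjusted p = 1.47e-11, or 0.199 with an estimated correlation), and crygmx stood at 2.27 ± 0.23 (SD, n = 3). The muscle genes rose at 48 hpf with a median of 0.74 and 22 of 26 above 0 (adjusted p = 7.67e-08, or 0.199 with an estimated correlation), with pvalb2 at 2.19 ± 0.48. Neuronal genes rose with a median of 0.74 and 15 of 16 above 0 (adjusted p = 8.57e-07, or 0.276 with an estimated correlation), among them the neurexin nrxn1a at 1.78 ± 0.18.

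Smaller groups passed as well. At 48 hpf the pigment cell genes had a median of 0.59 over 8 genes (adjusted p = 0.002, or 0.30 with an estimated correlation), with mitfa, the regulator of melanocyte fate, at 0.81 ± 0.52 (SD, n = 3). The extracellular matrix genes had a median of 0.67 over 8 genes (adjusted p = 0.002, or 0.30 with an estimated correlation), with the collagen col1a1b at 1.098 ± 0.25. All 9 genes of heat shock and the unfolded protein response lay below 0 at 48 hpf, with a median of -0.54 (adjusted p = 0.008, or 0.30 with an estimated correlation) and the chaperone dnajb1b at -1.82 ± 0.58. Cytosolic ribosomal protein genes fell at 30 hpf, with a median of -0.89 over 12 genes (adjusted p = 3.04e-04, or 0.434 with an estimated correlation), and at 48 hpf, with a median of -0.54 and 36 of 40 below 0 (adjusted p = 1.54e-06, or 0.559 with an estimated correlation). These values leave out 2 S6 kinases that the list took in through their symbols, a choice made after seeing the data, and with them the medians were -0.85 over 14 genes (adjusted p = 2.82e-04) and -0.50 over 42 genes (adjusted p = 3.80e-06). At 24 hpf the ribosomal protein genes had a median of 0.26 over 40 genes (adjusted p = 0.010, or 0.802 with an estimated correlation), made of -0.37 on replicate 1 and 1.02 on replicate 2, and without replicate 2 the direction turned and the adjusted p was 0.133. All 14 cell cycle genes lay below 0 at 24 hpf, with a median of -0.77 (adjusted p = 0.040, or 0.802 with an estimated correlation), but the adjusted p was 0.715 without replicate 2 and 0.257 over probes with values found at most 10 times, where the median was -0.84 over 12 genes. Neuronal genes at 30 hpf had a median of -0.48 over 9 genes (adjusted p = 0.040, or 0.613 with an estimated correlation, and 0.331 without 30 hpf replicate 2). Red blood cell genes had medians of -0.73 at 24 hpf over 8 genes (adjusted p = 0.040, or 0.802 with an estimated correlation), -0.63 at 30 hpf over 8 genes (adjusted p = 0.029, or 0.322) and 0.27 at 48 hpf over 11 genes (adjusted p = 0.049, or 0.30), with the globin hbae1.1 at -1.06 ± 0.27 (SD, n = 2), -2.24 ± 0.22 (SD, n = 2) and 1.31 ± 0.12 (SD, n = 3). Epidermis genes had a median of 0.16 over 12 genes at 48 hpf (adjusted p = 0.049, or 0.30 with an estimated correlation), with 7 of them above 0, the keratin krt91 at 2.14 ± 0.12 and the keratin krt4, chosen after its values were seen, at -0.61 ± 0.18. Over probes with values found at most 10 times the calls of the red blood cell genes at 24 hpf (median -0.95 over 6 genes, adjusted p = 0.165) and the epidermis genes at 48 hpf (median -0.11 over 7 genes, adjusted p = 0.192) ended too, and the epidermis median changed sign. The red blood cell call ended at 30 hpf without 30 hpf replicate 1 (adjusted p = 0.179), at 24 hpf without 24 hpf replicate 1 (0.504), either 30 hpf array (0.056) or 48 hpf replicate 2 (0.051), and at 48 hpf without any 1 of the 7 arrays (0.058 to 0.086). The epidermis call ended without any 1 array other than 48 hpf replicate 2 (0.061 to 0.143).

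Single genes seldom passed. limma called 13 genes and single probes at 24 hpf, 1 lower and 12 higher, 3 at 30 hpf, all higher, and 0 at 48 hpf, where 2412 had an unadjusted p under 0.05. The 1 called gene with a name was adora2aa, an adenosine receptor, with a log2 ratio of 6.33 at 24 hpf (standard error 0.43, adjusted p = 0.016), and in a fit of the 24 hpf arrays alone its adjusted p was 0.865 and limma called 0 genes at 24 and at 30 hpf, with 1426 and 2059 at an unadjusted p under 0.05. A value of adora2aa was shared by 24 probes on a 24 hpf array, the mark taken here for dim spots. The difference between the 3 stages passed for 1 unnamed probe. With the lone array of a stage taken to vary like the others, the count at 24 hpf was 1032 without 24 hpf replicate 1 and 1540 without 24 hpf replicate 2, 7 without either 30 hpf array, 2 without 48 hpf replicate 1 and 1 without either of the other 48 hpf arrays. The count at 30 hpf was 401 without 30 hpf replicate 2 and 0 without any other array, and the count of the stage difference was 386 without 24 hpf replicate 1, 832 without 24 hpf replicate 2, 181 without 30 hpf replicate 2 and 0 without any other array.

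**Figure D3:**
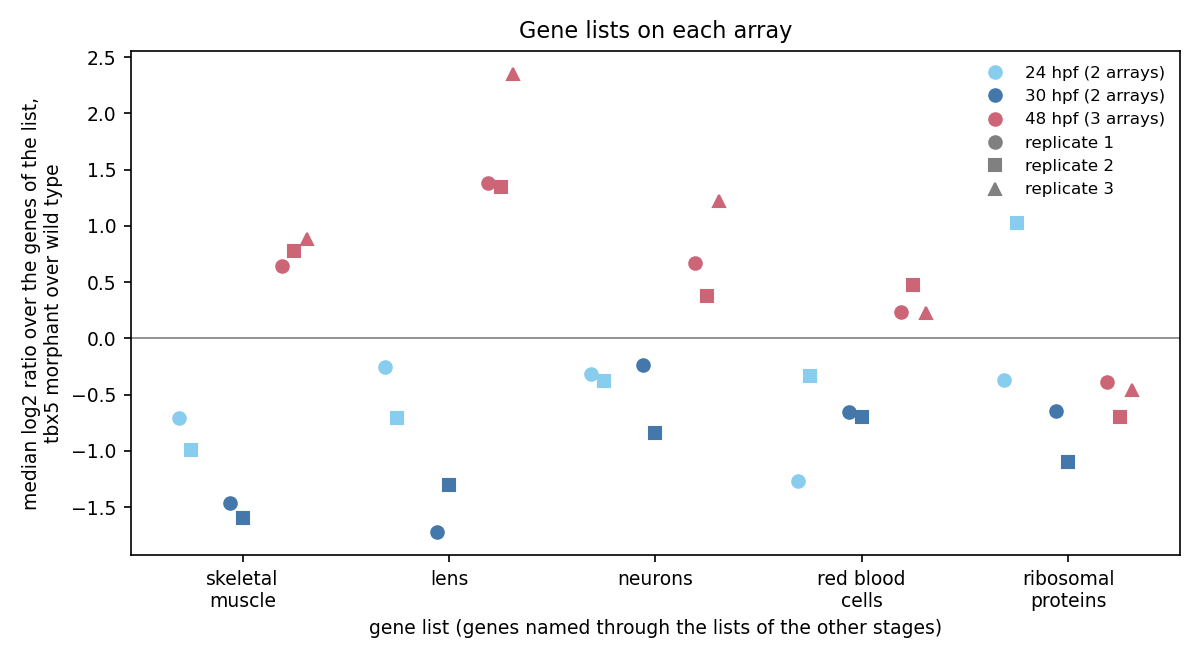
Median log2 ratio of tbx5 morphant over wild type for the genes of 5 lists on each array, over genes named through the lists of the other stages. Colours are stages and marker shapes are replicates; the lens and skeletal muscle medians lie below 0 on both 30 hpf arrays and above 0 on all 3 arrays at 48 hpf, and the ribosomal protein list holds the 2 S6 kinases at 30 and 48 hpf.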

Our microarray analysis results identified many genes with different functions and different categories that were up- or downregulated in zebrafish embryos with *tbx5* deficiency by morpholino in the early stages of organogenesis. Among these genes, some associated with growth, including *igfpb2bgh1ghr1,* and *ghra*, which occur respectively during different time windows of embryogenesis and are normally activated during different stages of early organogenesis, were appreciably depressed in embryos with *tbx5* deficiency [32-35]. 

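The genes igfbp2b and ghra were at least 1.5-fold lower in the mean at 24 hpf but not at 30 or 48 hpf. Both were named through the 24 hpf list alone, that is for being lower on both arrays there. In the same way gh1 was chosen at 30 hpf and ghrl at 48 hpf. Smaller changes at the other stages, and part of the differences between stages, could follow from that choice. The log2 ratio of igfbp2b was -0.44 ± 0.53 (SD, n = 2) at 30 hpf and -0.28 ± 0.34 (SD, n = 3) at 48 hpf, and that of ghra was -0.14 ± 0.11 (SD, n = 2) and -0.01 ± 0.34 (SD, n = 3). From 24 to 48 hpf, the log2 ratio of igfbp2b differed by 1.04 (standard error 0.54, adjusted p = 0.644 from limma) and that of ghra by 0.80 (standard error 0.45, adjusted p = 0.656). The log2 ratio of gh1 at 30 hpf differed from that at 24 hpf by -0.92 (standard error 0.69, adjusted p = 0.689 from limma), and that at 48 hpf differed from that at 30 hpf by 0.72 (standard error 0.63, adjusted p = 0.824). The ghrelin gene ghrl had a log2 ratio of 1.11 ± 1.26 (SD, n = 2) at 24 hpf and -0.79 ± 0.42 (SD, n = 2) at 30 hpf. Its ratio at 48 hpf differed from that at 24 hpf by -2.05 (standard error 0.63, adjusted p = 0.622 from limma) and from that at 30 hpf by -0.15 (standard error 0.63, adjusted p = 0.973). None of these differences between 2 stages passed its test over all 43179 genes and single probes. In a joint test of any difference between the stages, 1 of them passed and 3290 had an unadjusted p under 0.05.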

A deficiency in *tbx5* leads to multiple organ defects including the heart, trunk, and pectoral fins, and also decreases the expressions of *gh1* (*gh*), and *ghra*[32,36]. Our data also revealed that knockdown of *tbx5* in embryos diminished GH/IGF-1 pathway mediators, including GH, IGF-1, and GH receptors.

Exogenous GH was used in our study to partially restore the anomalies during embryogenesis to ensure the involvement of GH in multiple organ defects by tbx5 knockdown. In the study, we injected human recombinant GH, which human GH instead of zebrafish GH is reported to have full activity in fish as well as in human [37], into the yolk of the zebrafish embryos as an alternative of soaking the embryos with GH-contain water. Partially because the GH containing water solution is difficult to control the concentration, partially microinjection remains the most effective methods to introduce DNA, RNA, and proteins into fertilized zebrafish eggs and embryos [38]. Theoretically, the recombinant GH could be successfully delivered into the yolk of 1–2 cell stages and diffused into most embryonic cells of blastomere *via* intercellular substance. The expression of *igf1ghraghrberk1*, and *akt2* genes was increasing after co-injection with GH and tbx5 morpholino at 1-cell stage. These results revealed the exogenous GH has activated the downstream signaling pathway. However, it is still unknown how and where the exogenous GH binds with the GH receptors. Whether the injected exogenous human GH is packaged and sent outward to bind with the membranous GH receptors, or it directly binds with the cytoplasmic GH receptors, remains unidentified because the expression of GH receptors could be either in the nucleus or cytoplasm, or both, in different embryonic tissues and cells [39].

Exogenous GH in zebrafish embryos with *tbx5* deficiency could activate expression of GH receptor genes, to induce an increase in *igf1* levels, and to elevate downstream Akt and Erk systems, coinciding with restoration of morphological anomalies and transcriptional cascades. It could be hypothesized that GH is a factor that may act in a paracrine manner within the *tbx5* functional pathway to modulate embryonic development.

*Tbx5* is essential for regulating the progression of the cell cycle by controlling the length of the embryonic cardiac cell cycle [13] and regulating apoptosis in endocardial cells, myocardial cells and the *septum primum*[40], all of which contribute to abnormal cardiogenesis. GH influences the growth of embryonic cells and modulates embryo cell cycle and proapoptotic metabolism [41]. In our study, exogenous GH partially restored the expression of *tbx5* downregulated genes, which contributes to developmental delays in organogenesis including the cell cycle (*p27* and *cdk2*) and apoptosis (*bcl2* and *bad*). Early administration of exogenous GH improves the outcome of *tbx5*-deficiency-mediated heart defect embryos probably by inducing cardiac cells to re-enter the cell cycle. It also reduces aberrant apoptosis because GH works in a similar way to stimulate the cardiomyocyte to re-enter the cell cycle and thereby increases the number of cardiac myocytes in ischemic and infarcted myocardia [3,26].

The GH signaling pathway governs cell growth, proliferation, and apoptosis by controlling key regulatory genes that execute these processes. Herein, we also provide the first evidence that tbx5 acts together with GH to regulate cardiac myogenetic pathway-responsive genes (*cmlc2*, *amhc*, and *vmhc*). Exogenous GH restored the expression levels of *amhc*, *vmhc*, and *cmlc2* in our *tbx5* morphant embryos with cardiac defects. Inactivation of *tbx5* diminished *amhc*, *vmhc*, and *cmlc2* expressions, and although it also reduced heart size, exogenous GH reversed that result and enhanced cardiac formation in zebrafish embryos. Our results indicate not only that GH is necessary for the growth of these cardiac structures, but also that supplementary exogenous GH restores tbx5 knockdown-mediated defects, including dysmorphogenesis and cardiomyogenesis, *via* cell proliferative and apoptotic pathways. It could be concluded that knockdown of tbx5 in early zebrafish embryogenesis causes functional GH deficiency and leads to dysmorphogenesis. The comorbidity of morphologic defects and functional GH deficiency could be observed in early embryogenesis of *tbx5* morphants and implied that GH may involve a role in embryogenesis including cardiomyogenesis through transcriptional regulation of *tbx5*.

We found no literature underlining the interaction or the relationship between *tbx5* and growth-related genes shown in Table 1. This is especially true for GH. TBX5 is a member of the T-box transcription factor family. It has a sequence-specific DNA-binding site that improves an inducible recognition element of TBX5 that binds to a specific DNA sequence [42]. Thus, *tbx5* synergistically activates transcriptional regulation of downstream gene expression and controls the transcription of genetic information in embryonic development. In many *tbx5* mutants, affinities bound to a specific DNA target site were reduced by a variable amount, and even the ability to bind nonspecific DNA differs. Both contribute to the misregulation of target gene expression.

GH exerts different actions in different tissues through a complex functioning pathway involving many growth factors and their receptors [43]. It is mainly supposed to act through mediation of the GH/IGF-1 pathway, including GH receptors and cytoplasmic and intranuclear factors. Though the relationship between tbx5 and GH remains undetermined, there exist some interactions or association between them during zebrafish embryogenesis. According to the recent studies, we could reasonably assume that transcription factors, probably including TBX5, may play a role in interacting with the GH mediator array in the nucleus. For example, GH-responsive transcription factors in sex-specific liver gene expressions are an example of interaction between GH and transcription factors in specific tissues [44]. Meanwhile, a transcription factor that regulates GH-variant gene expression could also exist [45]. On the other hand, the latest investigation declared, the transcription factor STAT3 (signal transducer and activator of transcription 3), one of downstream signaling molecules for GH, directly control the expression of tbx5 in P19CL6 cells for cardiomyocyte differentiation [46]. The conclusion not only points out a connection between GH and TBX5 transcription factor, but also implies that GH might activate and increase *tbx5* expression in *tbx5* morphants. That is, GH compensates the deficiency of TBX5 *via* STAT3 and other transcriptional factors and maintains the *tbx5*-associated cascade effects of organogenesis and morphogenesis in early embryonic stages, partially.

Though GH is generally considered to be an endocrine factor because it is primarily synthesized by pituitary somatotrophs and is secreted into the circulation. However, it has been clear that GH is produced in many tissues outside the pituitary gland and acts as a local or maternal growth factor in the autocrine/paracrine regulation of cellular differentiation during embryonic and fetal development [22,47]. Because the growth effect occurs prior to differentiation of pituitary somatotrophs, early embryonic growth is independent of pituitary GH. Prinzio *et al.* announces the distribution and expression of growth hormone receptors, *ghra* and *ghrb*, in embryonic zebrafish by means of RT-PCR and whole mount *in situ* hybridization, and the genomic organization by cloning and sequence analysis [32]. They prove *ghra* and *ghrb* expression was detected at all stages entail maternal origin [32]. It is undeniable that maternal GH did play a role in early embryonic development of zebrafish; and it is taken for granted that blockage of GH directly interferes with normal cardiac development and even induces cardiac malformation and dysfunction [48]. If we hypothesized that Tbx5 may play a role in interaction with maternal/local GH and in the activation of cascade GH signaling in early embryonic development to assist the chronological organogenesis. Then it is reasonable that the normal physical responses to maternal GH in embryonic zebrafish development is decreased after knockdown of tbx5, and the responses could be reinforced by extra supplement of passable exogenous GH.

Phosphorylation that is mediated by PI3K-AKT and MAPK signaling cascades is an important component of the acting mechanism of local GH-stimulated transcription at the organogenesis phase [49-51]. Our results suggest that the local GH pathway acts similarly to the conventional GH/IGF-1 signaling pathway [48,52-54] and that exogenous GH activates Akt and Erk pathways in the nucleus, probably by binding to local insulin receptors. Local GH signaling downstream of the P13K-AKT system is a key effect related to regulation of cell survival and mRNA translation, while signaling downstream of the MAPK-ERK system involves regulating cellular proliferation. This suggests that exogenous GH signaling occurs *via* local GH receptors during heart looping formation and chamber maturation stages.

We established four control groups in order to verify the specific GH effects without interference of morpholino and technical influences of micro-injection. However, interesting phenomena were disclosed by careful interpretation among those different control groups. First, *igf1* transiently surged in zebrafish embryos injected by missense morpholino (MISMO group) without subsequent effects, but the phenomenon didn’t happen in the expressions of *ghra*, *ghrb*, *erk1*, and *akt2*. It may aggressively assume that GH effects may involve IGF-1 dependent and independent pathways in embryonic development to switch on the cascade reactions. Thus the role of IGF-1 attracts attention for further exploration. Moreover, the expressions of *ghra* and *ghrb* in WTGH group significantly increased than MOGH group, but the expressions of *erk1*, *akt2*, *amhc*, *vmhc*, *cmlc2* in WTGH group had no remarkable change than MOGH group. It implies that excess GH works inefficiently in individuals without tbx5 deficiency, or GH deficiency. GH receptors could be reactivated and responded to exogenous GH, but downstream signals and cardiomyogenesis-related genes didn’t markedly act in response to overload of GH. The results are compatible with the biological functions of GH in mature adult individuals. Surly, supplementary designs of control groups, for example, such as use of BSA with equivalent amount as a blank control, could be launched to access the authentic GH effects by our experimental model.

Although GH is able to partially restore dysmorphogenesis and cascade gene expressions in *tbx5* morphants, it cannot completely rescue those changes. Proper timing of GH treatment and optimal dosing might be found to enhance its therapeutic capability. Conversely, this approach may be limited by GH being partially significant to the complex functioning of the *tbx5* network or because it compensates for only a small part of the chronological effects of *tbx5* deficiency. Additional research is required to determine whether it is practicable to introduce GH to mend developmental defects in early embryogenesis.

## Conclusions

In summary, our work provides novel insights into the possible role of GH in contributing to developmental defects in zebrafish embryos with *tbx5* deficiency. We suggest that the functional knockdown of zebrafish *tbx5* results in a failure to develop a complete or functional heart, trunk, and pectoral fins and might be due to a functional GH deficiency induced by the *tbx5* deficiency because it is a key factor causing abnormal organogenesis. Exogenous GH experiments in zebrafish embryos with *tbx5* deficiency led to the conclusion that intrinsic growth-control mechanisms, including apoptosis, cell cycle, and cardiomyogenesis that control organic growth, depend on local GH and growth factors between cells and their neighbors. They also indicate that these interactions include controlling cardiac loop formation and the development of trunk and pectoral fins. The improvement of abnormal embryonic organogenesis in zebrafish embryos with *tbx5* deficiency by the administration of exogenous GH suggests its potential application in human congenital anomalies.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JHL and JKL conceived of the study, participated in its design, coordination. TCT participated in its design and drafted the manuscript. SLC and SYY carried out the molecular genetic studies. RBT and HYL participated in its design and coordination. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

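Embryos injected with tbx5-MO were compared with WT embryos on 7 2-colour zebrafish arrays, 2 at 24 hpf, 2 at 30 hpf and 3 at 48 hpf, and no other samples were analysed here. The authors scanned the arrays with a GenePix scanner, normalized them in GeneSpring GX and deposited a log2 ratio per probe and array, taken as Cy5 (morphant) over Cy3 (WT). The steps of that normalization, any filter on dim spots and the genome build of the chromosomes are not given in the sources used here. The array medians were -0.03 and 0.00 at 24 hpf, 0.00 and -0.03 at 30 hpf, and 0.01, -0.02 and -0.01 at 48 hpf, and the standard deviation over probes lay between 0.77 and 1.49. The authors also deposited, for each stage, a list of probes with log2 ratios of -0.584 or lower on every array of the stage, with gene names. The value table had no probe names, so a named probe was placed in it where its values on all arrays of the list's stage matched those of 1 probe alone.

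Of the 6740 probes in the lists, 4317 carried a gene symbol, and 3962 of these were matched by Entrez number in the reference table, through which 2059 symbols were updated. Named probes of 1 symbol were averaged, and 430 genes had more than 1 probe. Every other probe stayed on its own. limma 3.58.1 in R 4.3.3 fitted a mean per stage to all 7 arrays, so that the stages shared 1 estimate of the spread, and tested each mean against 0, their mean over the stages, and any difference between stages, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold of 1.5, as in the paper, was counted with no test. Gene lists were written before the data were examined, 30 in all, and the 21, 19 and 26 of them with at least 5 named genes were tested at 24, 30 and 48 hpf with camera, at a preset correlation of 0.01 and with an estimated one. Names came only from probes lower at some stage, which would bias a list test at that stage. Each list was therefore tested only over genes named through the lists of the other stages, 2254 genes at 24 hpf, 2453 at 30 hpf and 3333 at 48 hpf, in place of the planned test over all genes. The median log2 ratio over these genes was -0.18, -0.13 and -0.08. The difference between 48 and 30 hpf was tested over the 1938 genes named through the 24 hpf list, for 15 lists, a comparison added after seeing the data. The result of 1 list is not reported here, though the list is counted among the 8 compared by day of scanning.

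The genes named in the text follow a rule set before the data were examined. It takes every gene the study names on these arrays, the genes measured by RT-PCR, up to 10 genes in each direction and stage that passed the test with the same sign on every array, filled up with the largest changes of at least 1.5-fold on every array, and up to 4 members of each list that passed. The genes of Table 1 were known from the paper when the rule was written. Genes higher in the morphants have names only where another stage's list holds them. The genes tbx5a, igf1, ghrb and the cardiac genes of the RT-PCR were not named through any list and are not analysed here.

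Alternatives set before the data were examined were median centring, scaling of the arrays to 1 median absolute deviation, fits of each stage alone, robust moderation, the replicate number as a block, the median of a gene's probes, single probes, other thresholds, ranks, and each array left out in turn. Added after seeing the data were the day of scanning as a block and limits to probes whose values were found once, or at most 10 times, on an array, and leaving 2 S6 kinases out of the ribosomal protein list. The pipeline was tested on simulated data with 200 genes or probes changed per stage. Of those changed by a log2 ratio of 4 over all 43179, limma recovered 72.7% at 24 hpf, 65.2% at 30 hpf and 86.4% at 48 hpf, and of those changed by 2 it recovered 0%, 0% and 2.99%. Of those changed by 1 it recovered 0% at each stage. Over 1972 probes with the spread of values found once, it recovered 88.1%, 89.6% and 97.0% of changes of 2. There the 200 changed were a larger share of those tested, so the spread need not be the only reason. The list test called 98% of lists shifted by 1 the right way and 0% of unshifted lists in 10 draws. In these draws every probe varied independently of the others. They therefore cannot show how often the preset correlation calls lists of correlated genes wrongly. Figures were drawn with matplotlib 3.10.9.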

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

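All tests of explanations in this part were chosen after the results were seen. Several gene lists differed between 30 and 48 hpf by a test of the difference itself, over genes named through the 24 hpf list. The median difference in log2 ratio, 48 minus 30 hpf, was 2.54 for skeletal muscle genes (14 of 15 above 0, adjusted p = 6.05e-12 from camera), 2.32 for lens genes (9 of 9, adjusted p = 4.71e-08), 1.73 for neuronal genes (9 of 9, adjusted p = 1.64e-04) and 1.97 for extracellular matrix genes (5 of 5, adjusted p = 0.001). It was 0.84 for epidermis genes (6 genes, adjusted p = 0.020), 0.90 for red blood cell genes (4 of 7, adjusted p = 0.026) and 0.45 for oxidative phosphorylation genes (13 of 14, adjusted p = 0.027). With an estimated correlation the adjusted p was 0.212 for each of these lists and 0.503 for oxidative phosphorylation. The epidermis and red blood cell calls ended without 30 hpf replicate 1 (adjusted p = 0.131 for both), and that of oxidative phosphorylation without 30 hpf replicate 2 (0.461), 48 hpf replicate 2 (0.060) or 48 hpf replicate 3 (0.072).

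The tables argue against dim spots as the whole of this difference for some of the lists. Over probes whose values were found at most 10 times on every array, 4 of these 7 lists could be tested (muscle, neurons, red blood cells and oxidative phosphorylation) and all 4 still differed, with a median of 2.68 for 13 muscle genes (adjusted p = 3.90e-13). For the other 3 lists, those of lens, extracellular matrix and epidermis, too few genes were left (1, 4 and 3), so dim spots stay open there. A turned ratio at 48 hpf, WT over morphant, stays open. Outside the named members of 8 gene lists, 119 once-found probes were changed at least 1.5-fold on every array of both stages. Of these, 90 lay on opposite sides, or 75.6% (95% exact interval 66.9% to 83.0%). A turned ratio and a response of opposite sign would both give this. The interval takes probes as independent, which they are not, and probes without a name may come from genes of these lists. Of the genes that the paper measured by RT-PCR, cdkn1bb, a p27 gene, lay on the paper's side at 48 hpf as labelled (0.53). But cdkn1bb is a single gene and lay on the other side at 30 hpf (-0.48). It did so too at 24 hpf (-1.56), through whose list it was named and so chosen as lower. A turned ratio at 48 hpf would put it on 1 side at all 3 stages, so cdkn1bb cannot decide. The value of akt2 at 48 hpf (-0.81) cannot decide, since akt2 was named through the 48 hpf list and so chosen as lower there. The receptor gene ghra, lower by the paper's RT-PCR, lay near 0 at 48 hpf (-0.01). The gene tbx5 itself is not analysed here. The ribosomal protein genes lay below 0 at 30 hpf (median -0.89, 12 genes) and at 48 hpf (-0.54, 40 genes), where a turned ratio with an unchanged response would put them on opposite sides, but a response that changed with the stage would allow it, and on the 2 arrays of 24 hpf these genes lay on opposite sides of 0 (-0.37 and 1.02). The day of scanning also cannot be told apart, since the 30 hpf arrays share 1 day and the 48 hpf arrays the other. On the 24 hpf array scanned with the 48 hpf arrays 6 of 8 lists lay on the 30 hpf side (1-sided binomial p = 0.145). The 8 include 1 list that is not among the 7 that differed, so this p is not that of the 7 alone. The count cannot decide, since the binomial test takes lists on 1 array as independent. The genes tested at 24 hpf also had a median below 0 (-0.18), the side of most of these lists at 30 hpf. A change of the response with developmental stage stays open, untested.

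The 24 hpf arrays were less alike than those of the other stages. The tables argue against dim spots alone, since over values found once on every array they still correlated at 0.20 (0.203), against 0.69 to 0.71 within the other stages. They also argue against a replicate 2 that belongs to another stage of the series, since over these probes its highest correlation with an array of another stage was -0.0116. Over probes with values found at most 10 times that was 0.022, against 0.161 with replicate 1. Over all probes, where even the 48 hpf arrays correlated with each other at 0.074 to 0.137, replicate 2 correlated at 0.0736 with a 48 hpf array and at 0.0717 with replicate 1, so these do not separate the 2. Replicate 1 correlated at 0.40 with a 30 hpf array, more than with replicate 2 but less than arrays of 1 stage do, so a mislabelled replicate 1 cannot be excluded. The day of scanning stays open, since the 24 hpf arrays were scanned on different days and replicate 2 correlated at -0.0916 at most with the 48 hpf arrays scanned with it; no biological explanation was tested.

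Many probes lay 1.5-fold lower on every array (3367 at 24 hpf), yet few genes or probes passed the test (13 at 24 hpf). At 48 hpf the values are in line with dim spots as a source, since of the probes with values found more than 10 times and changed at least 1.5-fold on every array, 30.4% lay on 1 side on all 3 arrays at 48 hpf, where random signs give 25% and values found once gave 98.3%. At 24 hpf this stays open, since the shares were 54.1% and 79.2%, but 0 of 2666 once-found probes passed with the arrays of that stage alone and 0 of 1972 with all arrays, although 375 once-found probes lay at least 1.5-fold lower on both arrays; over values found at most 10 times 190 of 6963 passed. For the mean over the 3 stages limma called 0 genes as labelled and at most 1 in the other patterns of turning whole arrays, 64 in all, and since no pattern can give fewer than 0, this says nothing about chance. Over the once-found probes at 48 hpf, 1328 passed as labelled and 0 in each other pattern, but 4 patterns, of which 1 reached that number, are too few to exclude chance. Over the once-found probes and all 3 stages 5 passed as labelled and 3 of 64 patterns gave as many, under the share that chance would need, but turning all 3 arrays at 48 hpf gave 158, which points to a structure of the arrays; a turned ratio or an opposite response at 48 hpf would each give it.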

How the results depend on the processing

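Of the 13 growth-related genes 0 passed over all genes under each alternative set before the data were examined. Of 1239 values of named genes under alternatives, 1210 kept their direction and their side of the threshold, 28 newly passed, 0 reversed and 1, that of adora2aa with the 24 hpf arrays alone, no longer passed. Median centring, robust moderation, the median of a gene's probes, single probes, ranks and other thresholds of the adjusted p moved no count past the test by over 1.5 times. The same-numbered arrays did not deviate together (r -0.010 to 0.020 across probes), and the replicate number as a random replicate block left 13, 3 and 0 genes at 24, 30 and 48 hpf but ended the calls of the red blood cell and epidermis lists at 48 hpf (adjusted p = 0.051 for both), as did scaling (0.061 and 0.069) and ranks (0.354 and 0.234). Ranks also ended those of the red blood cell list at 24 hpf (0.116), at 30 hpf (0.106) and for the difference between 30 and 48 hpf (0.358), of the neuronal list at 30 hpf (0.087) and of the epidermis list for that difference (0.081). The authors' list numbers 24 hpf replicate 2 as 3, so the numbering behind these pairings and blocks is in doubt. Over all probes even arrays of 1 stage correlated at only 0.07 to 0.14, so a pairing could be missed. The replicate number as a fixed replicate block, over replicates 1 and 2 alone, left 0 for the difference between stages, as did leaving out 48 hpf replicate 3 with no block, so the block need not be the cause. The cause of these shifts and of those that follow was not tested, unless fewer arrays or probes make it plain. Scaling the arrays to 1 median absolute deviation left 8 genes at 24 hpf, 1 at 30 hpf and 0 for the difference between stages. Fits of each stage alone left 0 at 24 hpf, 0 at 30 hpf and 0 growth-related genes adjusted over the list alone. Leaving out each array in turn gave 1 to 1540 genes at 24 hpf, 0 to 401 at 30 hpf, 0 to 873 over the 3 stages, 0 to 832 for the difference between stages and 0 to 5 growth-related genes adjusted over the list alone; a lone array was assumed to vary like the others. The highest counts came without 24 hpf replicate 2 (1540, 873, 832) and 30 hpf replicate 2 (401). The count of genes at least 1.5-fold lower at 24, 30 and 48 hpf became 3116, 2726 and 805 when every array had to show it, and 3798, 3207 and 985 at 2-fold. With an estimated correlation 0 gene lists passed at 24 hpf, 0 at 30 hpf, 0 at 48 hpf and 0 for the difference between 30 and 48 hpf.

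The alternatives in the rest of this paragraph were chosen after seeing the data. The day of scanning as a random block left 8 genes at 24 hpf, 0 at 30 hpf and 1 growth-related gene adjusted over the list alone, and as a fixed block it gave 1347 for the difference between stages. Over the 1972 single probes with values found once on every array, 0 passed at 24 hpf, 27 at 30 hpf, 154 at 48 hpf, 5 over the 3 stages, 99 for the difference between stages and 1 of 1 growth-related genes adjusted over the list alone. Over the 6963 with values found at most 10 times, 190 passed at 24 hpf, 10 at 30 hpf, 99 at 48 hpf, 1 over the 3 stages, 100 for the difference and 1 of 4 growth-related genes. With values found once and the arrays of the stage alone, 0 of 2666 passed at 24 hpf, 630 of 4229 at 30 hpf, 1328 of 4646 at 48 hpf, and 1 of 3 growth-related genes. The count of genes at least 1.5-fold lower at 24, 30 and 48 hpf became 892, 873 and 839 over once-found probes. Over probes with values found at most 10 times 1 of 11 gene lists passed at 24 hpf, 5 of 9 at 48 hpf and 4 of 5 for the difference between 30 and 48 hpf. With the day of scanning as a block, or without 2 S6 kinases in the ribosomal protein list, each list that passed still passed.

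The files used here hold no signal over background and no missing value, so a filter on dim probes and a rule for missing values were not run, and a list test over all genes was not run because names come only from the lists.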

Differences from the paper's values

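The paper states no array values for single genes, so no pair of values differs. It calls the genes of Table 1 and, in its text, fgf6a downregulated at their stages. Those that could be placed, 12 of Table 1 and fgf6a, were all at least 1.5-fold lower in the mean of the arrays, the threshold it states, while 0 of these 13 passed limma's test over all genes and probes, in which 9 had an unadjusted p under 0.05. That test recovered 0% of simulated log2 changes of 1 at each stage, so it does not show these 13 genes unchanged. Under the settings chosen before the data were examined none of them passed over all genes. Among those chosen after seeing the values, gata5 passed at 48 hpf over the 4646 once-found probes of that stage (adjusted p = 0.004), a limit that drops 10 of the 13 genes and under which mdkb did not pass at 24 hpf (0.608), and mdkb passed at 24 hpf over the 6963 probes with values found at most 10 times (adjusted p = 0.041), a limit that drops 9 of them and under which gata5 did not pass (0.056). The genes gata5 and mdkb had been chosen as lower on every array of the stage tested, so these passes are not independent evidence. The paper's text names ghr1 at 48 hpf, and its Table 1 and the authors' list name ghrl, whose log2 ratio is the one reported here.

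The paper reports by RT-PCR that ghra and akt2 were lower in the morphants and that p27 was higher across the stages. It also reports, at 30 hpf, less Akt protein by Western blot and more P27 protein in sections of heart and pectoral fins. The arrays measured RNA of whole embryos. Of the 3 genes, cdkn1bb and ghra were named through the 24 hpf list and akt2 through the 48 hpf list. Their lower ratios at those stages come from that choice, so they speak neither for nor against the paper's direction. A gene higher at every stage would have no name here. On the arrays the mean log2 ratio of cdkn1bb, a p27 gene, was -1.56 ± 0.77 (SD, n = 2) at 24 hpf and -0.48 ± 0.22 (SD, n = 2) at 30 hpf, on the other side, and 0.53 ± 0.08 (SD, n = 3) at 48 hpf, on the paper's side, with adjusted p = 0.347, 0.811 and 0.851 from limma. The other p27 gene, cdkn1ba, is not analysed here. That of akt2 was -0.39 ± 0.82 (SD, n = 2) at 24 hpf and -0.81 ± 0.20 (SD, n = 3) at 48 hpf, on the paper's side, and 0.25 ± 0.26 (SD, n = 2) at 30 hpf, on the other, with adjusted p = 0.757, 0.848 and 0.933 from limma. That of ghra was -0.80 ± 0.19 (SD, n = 2) at 24 hpf, -0.14 ± 0.11 (SD, n = 2) at 30 hpf and -0.01 ± 0.34 (SD, n = 3) at 48 hpf, where 1 of the 3 arrays lay below 0, with adjusted p = 0.427, 0.971 and 0.999 from limma. A fit over once-found probes and the arrays of the stage alone was chosen after seeing the values. In it 1328 of 4646 probes passed at 48 hpf. Among them were akt2 (adjusted p = 0.014 from limma) and 2 of the 3 probes of cdkn1bb, those found once (0.010 and 0.026). The p of akt2 is not independent evidence, since akt2 had been chosen as lower on every array of that stage.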

Other observations

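Genes of the heart, the pectoral fins and apoptosis did not pass the test as groups on these arrays, over members named through the lists of the other stages. Genes of the cardiac sarcomere and chambers had a median log2 ratio of -0.36 over 9 genes at 24 hpf (adjusted p = 0.619 from camera) and of 0.07 over 8 genes at 48 hpf (adjusted p = 0.833). Cardiac transcription factors and valve genes had medians of -0.29 over 7 genes at 24 hpf (adjusted p = 0.688), -0.15 over 7 genes at 30 hpf (0.618) and 0.23 over 8 genes at 48 hpf (0.113). Pectoral fin genes had medians of -0.40 over 6 genes at 24 hpf (adjusted p = 0.619), -0.22 over 7 genes at 30 hpf (0.770) and -0.21 over 8 genes at 48 hpf (0.916). Apoptosis genes had medians of 0.20 over 6 genes at 24 hpf (adjusted p = 0.248) and 0.03 over 6 genes at 48 hpf (0.871). A p that misses the threshold does not show that these groups were unchanged, and few of their genes had names.

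Over single probes with values found once on the arrays of a stage, a limit chosen after seeing the data, many of the largest changes at 30 and 48 hpf passed limma's test within the stage, while 0 of 2666 probes passed at 24 hpf, where 153 had an unadjusted p under 0.05. At 30 hpf onecut1, a transcription factor, had a log2 ratio of -4.09 ± 1.21 (SD, n = 2, adjusted p = 9.04e-04 from limma) and the cathepsin ctsc of 2.57 ± 0.43 as the mean of its 2 probes (SD, n = 2), which were each found once and lay at 3.04 (adjusted p = 8.87e-04 from limma) and 2.099 (0.003). At 48 hpf ctsc lay at -2.28 ± 0.55 (SD, n = 3), with its 2 probes at -2.64 (adjusted p = 2.86e-04 from limma) and -1.92 (0.004), and fabp2, an intestinal fatty acid binding protein, at -2.43 ± 0.39 (SD, n = 3, adjusted p = 6.09e-04 from limma). The lens crystallin crygn2 lay at 2.34 ± 0.52 (SD, n = 3, adjusted p = 7.02e-04 from limma). Over all genes and probes the adjusted p-values of these genes lay between 0.263 for onecut1 at 30 hpf and 0.638 for the genes at 48 hpf. Of the once-found probes of both stages, 165 were changed at least 1.5-fold on every array of 30 and of 48 hpf, and 81.2% of these lay on opposite sides, 90 lower and then higher and 44 higher and then lower, where chance gives 21.1 and 21.8.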
